# Single-cell transcriptomic analyses of mouse idh1 mutant growth plate chondrocytes reveal distinct cell populations responsible for longitudinal growth and enchondroma formation

**DOI:** 10.21203/rs.3.rs-4451086/v1

**Published:** 2024-06-04

**Authors:** Vijitha Puviindran, Eijiro Shimada, Zeyu Huang, Xinyi Ma, Ga I Ban, Yu Xiang, Hongyuan Zhang, Jianhong Ou, Xiaolin Wei, Makoto Nakagawa, John Martin, Yarui Diao, Benjamin A. Alman

## Abstract

Enchondromas are a common tumor in bone that can occur as multiple lesions in enchondromatosis, which is associated with deformity of the effected bone. These lesions harbor mutations in *IDH* and driving expression of a mutant *Idh1* in Col2 expressing cells in mice causes an enchondromatosis phenotype. In this study we compared growth plates from E18.5 mice expressing a mutant *Idh1* with control littermates using single cell RNA sequencing. Data from Col2 expressing cells were analyzed using UMAP and RNA pseudo-time analyses. A unique cluster of cells was identified in the mutant growth plates that expressed genes known to be upregulated in enchondromas. There was also a cluster of cells that was underrepresented in the mutant growth plates that expressed genes known to be important in longitudinal bone growth. Immunofluorescence showed that the genes from the unique cluster identified in the mutant growth plates were expressed in multiple growth plate anatomic zones, and pseudo-time analysis also suggested these cells could arise from multiple growth plate chondrocyte subpopulations. This data identifies subpopulations of cells in control and mutant growth plates, and supports the notion that a mutant *Idh1* alters the subpopulations of growth plate chondrocytes, resulting a subpopulation of cells that become enchondromas at the expense of other populations that contribute to longitudinal growth.

## INTRODUCTION

Enchondromas are one of the most common benign tumors occurring in bone, occurring in about 3% of the population[1, 2]. They are composed of cells derived from growth plate chondrocytes and can occur as solitary lesions or as multiple lesions in enchondromatosis syndromes. Enchondromas can progress to malignant chondrosarcomas, an occurrence that is more common in multiple enchondromatosis. Somatic mutations in *IDH1* and *IDH2*, the genes encoding isocitrate dehydrogenase proteins are present in the majority of enchondromas and in at least half of chondrosarcomas[3–5]. The *IDH* genes encode for enzymes that convert isocitrate to alpha-ketoglutarate (a-KG), a component in the citric acid cycle and a metabolic fuel. IDH 1 and 2 reside in the cytoplasm and mitochondria, respectively. The mutant IDH found in enchondromas, and chondrosarcoma produces D-2-hydroxyglutarate (D-2-HG)[6]. IDH1 and IDH2 mutations in tumors are heterozygous, because their wild-type activities are essential for cellular respiration and metabolic function[3, 4, 7, 8]. D-2-HG is sometimes called an “oncometabolite”[6], and is shown to have epigenetic effects related to histone and DNA hypermethylation; stabilize Hypoxia Induced Factor one alpha (Hif-1α) protein; impair cellular differentiation; increase cell proliferation; and increase the expression of stem cell markers[9–12]. However, the effect of mutant IDH is cell type dependent [13] and its role in chondrocytes is not completely elucidated.

Mice expressing the Idh1-R132Q mutation driven by regulatory elements of type 2 collagen (*Col2a1-Cre; ldh1*^*LSL− R132Q L/WT*^) show a delay in growth plate terminal differentiation but exhibit perinatal lethality. A temporally regulated mouse, *Col2a1-Cre/ERT2; ldh1*^*LSL− R132Q L/WT*^, in which Cre expression is induced in Col2 expressing cells by tamoxifen after weaning, developed multiple enchondroma lesions. Thus, an Idh somatic mutation gives rise to growth-plate cells that persist in the bone as enchondromas, failing to undergo normal differentiation [5].

While bulk expression profiling showed differences between chondrocytes expressing a mutant and wild type Idh[14, 15], such analyses cannot identify changes in subpopulations of cells. To determine how a mutant Idh might change the behavior of specific subpopulations of growth plate cells, we undertook single cell RNA sequencing to compare growth plates from *Col2a1-Cre; ldh1*^*LSL− R132Q L/WT*^ animals with those from control littermates. Because the growth plates and enchondromas that develop in *Col2a1-Cre/ERT2; ldh1*^*LSL− R132Q L/WT*^ mice contain very few cells, it was not technically feasible to use these animals for single cell RNA analysis.

## RESULTS

### Single-cell RNA analysis identified eight chondrocyte subtypes in the embryonic growth plate.

To investigate how the expression of a mutant *Idh1* alters cell populations in growth plate chondrocytes in a way that could cause the development of enchondromas, we performed single-cell RNA sequencing (scRNA-seq) analysis using embryonic growth plate chondrocytes from E18.5 *Col2a1-Cre; ldh1*^*LSL− R132Q* L/WT^ (Idh1 mutant knock-in) and *ldh1*^*LSL− R132Q L/WT*^ (Cre negative) controls. Cells from three animals were used for each genotype. 6061 cells from mice expressing the mutant Idh1 and 10562 cells from control animals were analyzed (supplementary materials, Table S1). The Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction method was used to visualize similar cells together in two-dimensional space, and this clustering via the Louvain method was performed at a resolution of 0.28. Chondrocytes express genes that function to produce a specialized extracellular matrix including collagen type two and glycosaminoglycan [16]. Genes expressed by all chondrocytes, *Col2a1*, *Acan* and *Sox9* showed abundant expression in all the cells from control or mutant animals in this analysis (Fig. 1, Supplementary Fig. 2). Growth plate chondrocytes undergo a tightly regulated differentiation pathway including low proliferating chondrocytes, also termed resting chondrocytes and articular chondrocytes. Adjacent to the resting cells, proliferating chondrocytes, sometimes termed as column-forming flat chondrocytes are present, which differentiate into pre-hypertrophic chondrocytes which have a nominal proliferation rate. Pre-hypertrophic chondrocytes undergo a rapid volumetric increase to differentiate into hypertrophic chondrocytes (HC) [17–23]. Analysis revealed eight clusters within the chondrocyte population (Fig. 1A and Supplementary Fig. 1A and B). Growth plate chondrocyte subtype types were annotated based on the marker genes expressed (Supplementary Figs. 2 and 3),

Wnt inhibitory factor 1 (*Wif1*) and *Creb5*, genes expressed by articular chondrocytes [24], and this cluster was annotated as such. Cluster 2 was highly enriched for expression of *Grem1* along with cartilage matrix associated protein (*Ucma*), genes expressed in resting chondrocytes [25]. Cluster 4 and 7 show increased expression of cell cycle genes, such as *Mki67, Top2a, Cenpf* and *Lig1* and are designated as proliferating chondrocytes [26]. Runt-related transcription factor 2 (*Runx2*) induces chondrocyte maturation, enhances chondrocyte proliferation through Ihh induction and is expressed by proliferating and prehypertrophic chondrocytes [18], and was highly expressed in Clusters 0 and 1. Cluster 3 was enriched in Protein Kinase CGMP-Dependent 2 (*Prkg2*) which is required for the proliferative to hypertrophic transition of the growth plate chondrocytes [27], Indian hedgehog (*Ihh*) [28], Collagen type X (*Col10a1*) [29] and Sp7. These genes are expressed in both prehypertrophic chondrocytes and preosteoblasts, consistent with the potential for differentiated growth plate chondrocytes to become osteoblasts [30]. Markers of terminal hypertrophic cells (markers such as *Mmp13* [31]) were not present in our data set (supplementary Fig. 2), consistent with hypertrophic chondrocytes being beyond the volume of conventional single cell sequencing approaches[32].

### A distinct chondrocyte subpopulation is identified in Idh1 mutant cells:

Cluster 6 was contributed primarily by *Idh1* mutant cells and was found in all the biological replicates from mutant animals (Supplementary Fig. 1A). About 12% of Idh1 mutant cells and less than 1% of control cells contributed to this cluster (p < 0.0001, Fig. 1B). This cluster was enriched in Teneurin-4 (*Tenm4*) [33], Corneodesmosin (*Cdsn*) [34], Secreted Frizzled Related Protein 5 (*Sfrp5*) [35] and solute carrier family 7 member 3 (*Slc7a3*) (Fig. 2A and gene profiles in supplementary data). *Tenm4* is a transmembrane protein that can suppresses chondrogenic differentiation [33]. *Sfrp5* can inhibit the Wnt signaling pathway, and it is expressed in proliferating and pre-hypertrophic growth plate cells [35]. Using immunofluorescence, we found that Sfrp5 protein expression was restricted to the proliferating and prehypertrophic in control samples, however the number of cells expressing and region of expression was expanded in the mutant samples (Fig. 2B). Cdsn is an extracellular glycoprotein essential for maintaining the skin barrier in adult skin and normal hair follicle formation that is not characteristically expressed in chondrocytes [36], but was detected in the mutant samples (Fig. 2C). The amino acid transporter protein solute carrier family 7 member 3 (*Slc7a3*) is a sodium-independent cationic amino acid transporter that mediates the uptake of the cationic amino acids arginine, lysine and ornithine in a sodium-independent manner, and is upregulated due to glutamine deprivation [37]. Chondrocytes with an *Idh1* mutation are known to utilize glutamine as a cell energy source [15] and *Slc7a3* upregulation is consistent with the notion that it these cells utilize glutamine at a high rate.

*Matn1, Col9a1, Cnmd*, and *Matn3* were the most downregulated genes in Cluster 6. These genes encode for proteins important in cell-matrix interaction [38]. Gene Set Enrichment Analysis (GSEA) for cluster 6 genes, showed several downregulated pathways in this cluster (Fig. 2D and E) including ones involved in cartilage development extracellular matrix structural constituents, ossification, chondrocyte differentiation, and skeletal system development. There was also upregulation of genes involved in the cholesterol homeostasis pathway, sterol metabolic process, and mTORC1signaling pathways (Supplementary Fig. 4). 

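Bulk RNA sequencing compared growth plate cartilage from 3 Idh1 mutant animals with cartilage from 3 control animals, and 1 library was made per animal. The mutant animals carried Col2a1-Cre and a lox-stop-lox Idh1 allele, and the controls carried the lox-stop-lox allele without Cre, so that the groups differed in the Cre transgene as well as in the expression of mutant Idh1. The sample labels gave the age as E18.5, as the methods do, while their text on animal care gave an age of 2 months, and E18.5 was used here. Messenger RNA was captured on oligo-dT beads and sequenced, and the authors deposited the number of reads counted on each gene in each library, without normalization. The counted reads came to 27677245, 30415773 and 28745660 in controls 1, 2 and 3 (median 28745660), and to 23445687, 24510039 and 29136753 in mutants 1, 2 and 3 (median 24510039). The paper states about 40 M sequenced reads per sample, and the values given here rest on the counted reads. At this depth the smallest level that a library could show, set at 3 counts, lay between 0.0986 and 0.128 CPM (counts scaled to the library's total), which covers counting error only.
Idh1 (ENSMUSG00000025950, chromosome 1 from 65158616 to 65186500 on the reverse strand of GRCm38) was examined first because it is the targeted gene. Its level was 37.2, 39.1 and 65.3 CPM in the controls and 47.5, 47.7 and 56.2 CPM in the mutants. The log2 fold change was 0.10 (standard error 0.19, adjusted p = 0.940 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), less than the spread between the control animals. The total count of Idh1 did not separate the genotypes at this depth (exact permutation test, two-sided p = 0.8, where the smallest p that 3 animals against 3 allow is 0.1). Xist, which is transcribed from the inactive X chromosome, had 5, 0 and 13 counts in the controls and 4, 4 and 26356 counts in the mutants. The Y-linked genes together had 4802, 5449 and 3871 counts in the controls and 3976, 4288 and 0 counts in the mutants. In both measures mutant 3 had the pattern of a female, and the rest of the libraries had that of males. The paper's text does not give the sex of the animals. The counts were scaled with edgeR's TMM factors, which lay between 0.964 and 1.02. Of 46078 genes in the count tables, the 16813 that passed edgeR's expression filter were tested for a difference between the genotypes. The animals' litters are named neither in the labels nor in the paper's text, so that the comparison used the genotype alone.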

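Slc7a3 (ENSMUSG00000031297, chromosome X from 101079210 to 101086020 of GRCm38, reverse strand) encodes an amino acid transporter of solute carrier family 7. Its level was 1.32 ± 0.513 CPM (SD, n = 3) in control growth plates and 6.33 ± 0.670 CPM (SD, n = 3) in mutant growth plates. The log2 fold change was 2.26 (standard error 0.26, adjusted p = 0.0237, edgeR with Benjamini-Hochberg adjustment). Its counts were 54, 31 and 29 in the controls and 141, 175 and 172 in the mutants. Leaving out control 1 moved the log2 fold change most, to 2.62. Over the 6 fits that each left out one library, it lay between 2.09 and 2.62, with the adjusted p from edgeR between 0.00672 and 0.0957, under 0.05 in 2 of the 6.
Cdsn (ENSMUSG00000039518, chromosome 17 from 35552128 to 35557180, forward strand), which encodes corneodesmosin, had 0.430 ± 0.168 CPM (SD, n = 3) in the controls and 5.92 ± 1.03 CPM (SD, n = 3) in the mutants. Its log2 fold change was 3.77 (standard error 0.30, adjusted p = 0.00131, edgeR with Benjamini-Hochberg adjustment). The counts behind it were 8, 12 and 17 in the controls against 120, 174 and 163 in the mutants. The adjusted p from edgeR stayed under 0.05 in all 6 fits that each left out one library.
Sfrp5 (ENSMUSG00000018822, chromosome 19 from 42197971 to 42202252, reverse strand), a secreted Frizzled-related protein gene, had 0.987 ± 0.173 CPM (SD, n = 3) in the controls and 4.47 ± 1.72 CPM (SD, n = 3) in the mutants. Its log2 fold change was 2.17 (standard error 0.32, adjusted p = 0.0374, edgeR with Benjamini-Hochberg adjustment), from 27, 36 and 23 counts in the controls and 151, 76 and 114 in the mutants. Its adjusted p from edgeR rose to between 0.0606 and 0.146 when any one library was left out, and the log2 fold change then lay between 1.82 and 2.38. In each of the 3 genes every mutant animal had a higher level than every control animal (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow).
Tenm4, which the paper also lists as enriched in cluster 6, and Fam129a and Ostn, which Fig. 1B shows for mutant cells of cluster 6, were not past the threshold. Tenm4 (chromosome 7 from 96171244 to 96911093) had 54.8 ± 7.99 CPM (SD, n = 3) in the controls and 50.3 ± 8.50 CPM (SD, n = 3) in the mutants, a log2 fold change of -0.12 (standard error 0.14). Fam129a (chromosome 1 from 151571186 to 151721939) had 139 ± 12.4 CPM (SD, n = 3) and 121 ± 11.3 CPM (SD, n = 3). Ostn (chromosome 16 from 27307489 to 27351212) had 5.07 ± 2.06 CPM (SD, n = 3) and 5.28 ± 1.07 CPM (SD, n = 3). Adjusted over these 6 genes alone, edgeR's p was 2.38e-05 for Slc7a3, 1.40e-06 for Cdsn and 0.000102 for Sfrp5, and 0.102, 0.467 and 0.844 for Fam129a, Tenm4 and Ostn.

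**Figure D1:**
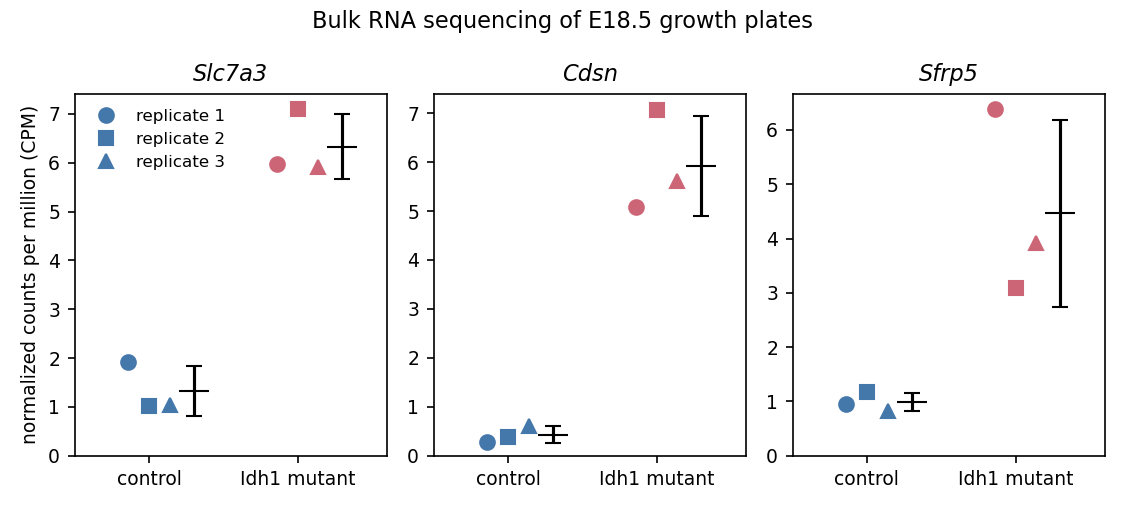
Levels of Slc7a3, Cdsn and Sfrp5 in CPM (vertical axis) in each of the 3 control and 3 Idh1 mutant libraries (horizontal axis). Bars at the right give the group means ± SD. Each mutant library lies above each control library for all of these genes.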

Some of genes identified as highly expressed in cluster 6, such as *Slc7a3, Cdsn* and *Sfrp5* were also identified as differentially regulated in bulk RNA sequencing analysis (Fig. 3A). A gene that is highly expressed in cell subpopulation can be identified in bulk sequencing if it is not expressed in other cell subpopulations. This finding is constant with the notion that these genes are primarily expressed in this unique cluster.

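Ranked by mean level in the control libraries, Slc7a3 was number 13893, Sfrp5 number 14456 and Cdsn number 16222, against number 4381 for Idh1. The levels in the mutant libraries were 4.78 times the control levels for Slc7a3, 4.49 times for Sfrp5 and 13.7 times for Cdsn. A bulk count sums the reads of all cells in the piece, so that these levels are means over all cells of the dissected piece. In control 1 the count of Cdsn was 8. The paper reasons that a gene expressed at a high level in a subpopulation can be found in bulk sequencing if other subpopulations do not express it. From the detection of these genes in both kinds of data, it proposes that they are expressed mainly in cluster 6.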

### Two cell populations, cluster 2 and 5, were underrepresented in Idh1 mutant animals:

In addition to identifying a cluster of cells uniquely present in the Idh1 mutant animals, we identified two cell populations which were composed of s fewer Idh1 mutant cells. Cluster 2 is composed of about 10% from mutant, while 24% from control cells (supplementary Table S2). This cluster expresses *Grem1*, *Barx1*, *Ucma* and *Bgn* (Fig. 4A). *Ucma* is normally expressed in differentiated chondrocytes, [20, 39, 40], and immunofluorescence verified that mutant growth plate has decreased Ucma expression compared to the controls (Fig. 4B). The GSEA analysis of this cluster identifies pathways which upregulated in ribosome biogenesis, protein biosynthetic processes as well as peptide metabolic process (Fig. 4C, 4D and supplementary Fig. 5A). Chondrocytes require high translational capacity to meet the demands of proliferation, matrix production, and differentiation [41]. Thus, this cluster may play a role in longitudinal bone growth, and growth plates lacking cells in this subpopulation may be responsible for the observed short limb phenotype. Cluster 5 also showed a significant decrease in the mutant cells (Fig. 1C and 5A). This cluster expressed genes characteristic of articular chondrocytes, and immunofluorescence for Creb5, a gene expressed in this cluster shows very few chondrocytes staining in the mutants compared to the control (Fig. 5B).

#### Pseudotime analysis shows differences between mutant and control growth plates.

To investigate additional differences between control and Idh1 mutant chondrocytes that might be identified using single cell analysis, cells were ordered using pseudotime analysis in an unsupervised manner. As anticipated, cluster 5 (articular chondrocytes) and cluster 2 (resting chondrocytes) map to early stages, while proliferating and prehypertrophic chondrocytes were from middle to late stages in the pseudotime scale, respectively (Fig. 6A). The cluster present primarily in mutant animals (cluster 6) was split into early and mid-late scales suggesting that this population is present at multiple stages in growth plate development, and that it is comprised of cells that remain in a less differentiated stage (Fig. 6B).

## DISCUSSION

The concept that enchondromas derive from growth plate cells that fail to undergo differentiation during longitudinal growth is supported by the anatomic finding that enchondromas exist adjacent to growth plates, and by data from mice in which enchondromas develop when genetic alterations identified in human tumors are driven in type two collagen expressing cells. Our data from single cell analysis is consistent with this notion and suggests that that there is a unique subpopulation of chondrocytes in the growth plates from mice expressing a mutant *Idh1*.

The unique cluster identified in the *Idh1* mutants expresses genes known to be upregulated and downregulated in enchondromas [42]. Immunofluorescence for the proteins corresponding to the genes expressed in this population are not anatomically located in a single location on the growth plate but distributed throughout several zones. Pseudotime analsysis was also consistent with this population being present at multiple stages in growth plate development, likely or an early developmental origin. The subpopulation of cells underrepresented in the mutant growth plate expresses genes that are known to play a role in longitudinal bone growth. It is possible that a shift from this subpopulation by mutant cells is to be responsible for the associated growth defectivity in limbs which contain multiple enchondromas. Cells in this subpopulation may play a more generalized role in longitudinal bone growth.

Single cell expression analysis is a powerful tool to identify populations of cells within a tissue and gene expression within individual cell subpopulations. This technique has been used to analyze a variety of tissues including tumors, developmental, and reparative processes. Here we used this approach to analyze growth plate cells expressing a mutation known to cause enchondromatosis. By comparing mutant and control cells, we identified a shift in cell subpopulations. This is consistent with the notion that enchondromas are formed by a shift in the fate of cells in the growth plate, leaving some cells to remain as enchondromas, and depleting some cells from populations responsible for longitudinal growth. Our data provides an atlas of gene expression analysis in mutant and control growth plate which can be used more generally to study bone development and growth.

Tumors can be made up of combinations of mutant and non-mutant cells [43], and our single cell data, along with the information from the localization of the genes expressed in the unique cluster found in mutant cells, is consistent with this possibility in enchondromas. Our data suggests that the study of specific cell populations may be more relevant to an understanding of specific pathologic processes. It also identifiedspecific cell subpopulations, and genes expressed in these subpopulations, as important in longitudinal long bone growth in general.

## Materials and Methods

### Animals and approval:

All animals were used according to the approved protocol by Institutional Animal Care and Use committee of Duke University. All experiments were performed in accordance with relevant guidelines and regulations. The study is reported in accordance with ARRIVE guidelines. The generation of Idh1^LSL/+^ [5] and Col2a1-Cre animals was previously reported [44].

### Isolation of growth plate chondrocytes from embryonic growth plate:

Using the Idh1R132Q lox-stop-lox (LSL) mouse, mutant Idh1 was expressed using Col2a1-Cre which will induce the expression in mouse chondrocytes. For single cell RNA seq, growth plate chondrocytes were harvested from the distal part of femur at E18.5 from Col2a1-Cre; Idh1R132Q LSL/+ and their litter mate controls expressing the wild type Idh1 followed by cell isolation using 2mg/ml Pronase (Roche) digestion at 37C shaker for 30 minutes with constant shaking, washed by PBS, and then digested by 3mg/ml Collagenase IV (Worthington) for 1 hour at 37C humidified incubator, washed with PBS, followed by 3mg/ml Collagenase IV digestion again in petri dish at 37C humidified incubator, and filtered using 45um cell strainer. The live cells were sorted and loaded on the 10x Genomics Chromium using the Chromium Single Cell 3’ Reagent V3 Kit and the sequencing libraries were constructed following the user guide.

### scRNA-seq data pre-processing for 3’-end transcripts:

Cell Ranger version V3.0.2 (10x Genomics) was used to process raw sequencing data before subsequent analyses. These RNA sequencing reads were then aligned against refdata-cellranger-mm10–3.0.0 transcriptome to quantify the expression of transcripts in each cell to create feature-barcode matrices. The analyses of processed scRNA-seq data were carried out in R version 4.1.0 using the Seurat v4 for downstream analysis [45] &[46]. This data is deposited in the Gene Expression Omnibus (GEO) under accession number GSE201606.

In Seurat, the data was first normalized to a log scale after basic filtering for minimum gene and cell observance frequency cut-offs (http://satijalab.org/seurat). Initial quality control filtering metrics were applied to each sample dataset such to avoid empty and dying cells (i.e. n_Count_RNA > = 1000; nFeature_RNA > = 1000; log10Genespercount og10Genpercent.mt < 10 and min.cells = 3). Total of 10591 and 6069 cells from the controls and mutants were used in the following analyses, respectively. Principal components (PCs) were calculated using the most variably expressed genes and the first thirty PCs were carried forward for clustering and visualization. Cells were embedded into a K-nearest neighbor graph using the FindNeighbors function and grouped with the Louvain algorithm via the FindClusters function at resolutions of 0.3 to calculate the granularity of the clustering. The UMAP dimensionality reduction method was used to place similar cells together in two-dimensional space. Then, the cells were subset by Col2a1 expression > 2 from the integrated file, individual cell index was extracted and re-clustered at resolution 0.28. This led to total of 10562 and 6061 cells from the controls and mutants, respectively. The statistical analysis for percentage of cells distribution was performed using 2-way repeated measure ANOVA in JMP Pro 16 with installed Full Factorial Repeated Measures ANOVA Add-In. Cluster biomarkers were identified using the FindAllMarkers function, and differentially expressed genes between clusters were identified using the Wilcoxon test (p-value ≤ 0.05 was considered statistically significant).

### Single-cell differential gene expression analysis and GSEA for clusters of interest:

Single-cell differential gene expression analysis was conducted by Seurat “FindMarkers” function using “wilcox” (v1.14.0) [47] as the test method (R package). GSEA was implemented with fgsea [42] R package (v1.22.0) and the gene sets were imported from msigdbr R package (V7.5.1). Generally, the differential expressing genes with statistical significances (i.e., adjusted p-value < 0.10 and min.pct > 0.25 [i.e., minimum fraction of corresponding detected cells in either of the two populations]) were used for GSEA and the log2 fold changes were used as the pre-ranked scores. Four famous pathway/gene set databases were examined here (including Hallmark [43], KEGG [44], and Gene Ontology [45]). The pathways/gene sets with < 0.05 adjusted p-value were considered as significantly enriched pathways/sets.

### Pseudotime analysis:

Monocle 3 (v 1.2.9) was used for trajectory analysis [48]. The expression matrix was exported from the Seurat object and used as Monocle 3 input. Ordering of cells based on unsupervised learning and UMAP was used for dimensionality reduction. Then, pseudotime information was extracted from monocle3 data set. The pseudotime scale classified into 20 bins and number of cells were counted in each pseudotime bin. The population plot was generated using the function “ggstream” in Fig. 6B. Gene expression and pseudotime bins were extracted from the Seurat object, average gene expression was calculated, and cells were ordered in the scale of 0–50 pseudotime bins. The dot size indicates the number of cells in each pseudotime bin, and the blue-red color range indicates the expression level from low to high.

### Bulk RNAseq:

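Col1a1 was the gene with the most counts, at 33168 to 47740 CPM over the 6 libraries. Col2a1, the gene whose promoter drives Cre, ranked 14 with 1922 to 5240 CPM, and its mutant and control ranges overlapped (log2 fold change 0.45, standard error 0.26, edgeR). Acan ranked 103 with 711 to 893 CPM, and Sox9 ranked 2027 with 75.0 to 121 CPM. The muscle genes Myh8 and Acta1 ranked 11 and 12, with 4106 to 6691 CPM and 3434 to 6807 CPM.

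**Figure D2:**
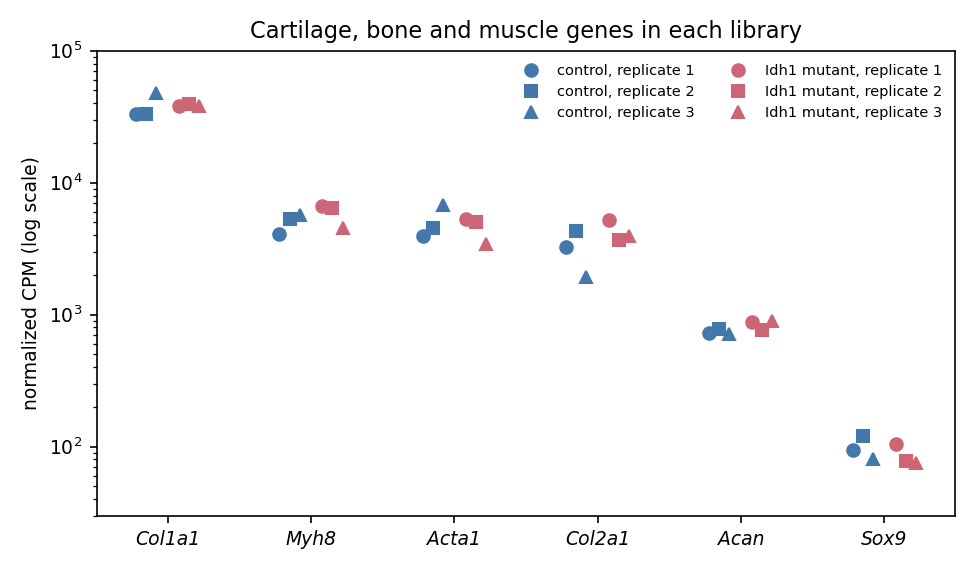
Levels of Col1a1, Myh8, Acta1, Col2a1, Acan and Sox9 in CPM on a log axis (vertical), 1 point per library, for the 3 control and 3 Idh1 mutant libraries. The ranges of the genotypes overlap for each gene.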

For Bulk RNAseq, E18.5 growth plate cartilages were harvested from distal part of femur and proximal part of tibia from Col2a1-Cre; Idh1R132Q LSL/+ and their litter mate controls. RNA was extracted using Norgen Biotech Single Cell RNA Purification Kit. Extracted total RNA quality and concentration was assessed on a 2100 Bioanalyzer (Agilent Technologies) and Qubit 2.0 (Thermo Fisher Scientific), respectively. Only extracts with RNA integrity number greater than 7 were processed for sequencing. RNA-seq libraries were prepared using the commercially available KAPA Stranded mRNA-Seq Kit. In brief, mRNA transcripts were first captured using magnetic oligo-dT beads, fragmented using heat and magnesium, and reverse transcribed using random priming. During the second-strand synthesis, the cDNA/RNA hybrid was converted into to double-stranded cDNA (dscDNA) and dUTP incorporated into the second cDNA strand, effectively marking the second strand. Illumina sequencing adapters were then ligated to the dscDNA fragments and amplified to produce the final RNA-seq library. The strand marked with dUTP was not amplified, allowing strand-specificity sequencing. Libraries were indexed using a 6–base pairs index, allowing for multiple libraries to be pooled and sequenced on the same sequencing lane on a HiSeq 4000 Illumina sequencing platform. Before pooling and sequencing, fragment length distribution and library quality were first assessed on a 2100 Bioanalyzer using the High Sensitivity DNA Kit (Agilent Technologies). All libraries were then pooled in equimolar ratio and sequenced. Multiplexing 8 libraries on one lane of an Illumina HiSeq 4000 flow cell yielded about 40 million 50 bp single end sequences per sample. Once generated, sequence data were demultiplexed and Fastq files generated using Bcl2Fastq conversion software provided by Illumina. This data is deposited in the Geo database accession number GSE201606.

### Bulk RNAseq Analysis:

RNA-seq reads were trimmed by Trim Galore (v 0.6.4) and mapped with STAR [49] (v2.6.1.d), with parameters –twopassMode Basic –runDirPerm All_RWX and supplying the Ensembl GRCm38 annotation to mouse genome (GRCm38). The mapped reads were counted using featureCounts [50] (v1.6.4). 

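In the deposited count tables the reads were summed over the exons of each gene, regardless of strand, although the libraries kept the strand. Reads that mapped to several places or to several genes were not counted. Of the 46078 genes listed, 28686 had a count in at least 1 library. Of the identifiers, 45143 were found in the annotation release used here, and 37581 (81.6% of all genes listed) had the same start and end. Among the tested genes, 9580 (57.0%) overlapped another annotated gene, and 12 of the genes with an adjusted p under 0.05 did. The overlap was taken from the start and end of each gene, introns included, on either strand. Where it reaches exons the counts are uncertain, since a read from the opposite strand is counted on the gene and a read in a stretch shared by exons of both genes is not counted. Which of the overlaps reach exons was not determined.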

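With DESeq2's Wald test and the genotype alone, in place of edgeR's test, 193 of the genes had an adjusted p under 0.05, of which 53 were higher and 140 lower in the mutants. Past an absolute log2 fold change of 1 there were 60. The DESeq2 calls included all 32 genes called by edgeR, and 20 of the genes labelled in the volcano plot. The same DESeq2 test on another division of the libraries, controls 1 and 2 with mutant 3 against control 3 with mutants 1 and 2, called 253 genes. The remaining divisions of 3 libraries against 3 called 1 to 41 genes.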

Bioconductor package DESeq2 [51] (v1.28.1) was employed to analyze differential expressions (DE) with litter and genotype information. Gene Ontology and KEGG enrichment tests were performed to analyze enriched biological processes by clusterProfiler [52] (v 3.16.1). The volcano plots were created by EnhancedVolcano (v 1.6.0). The coverage depth was normalized by deeptool [53] (v 3.1.3) using RKPM for RNA-seq. TPM values were quantified from Salmon [54] (v 1.2.1) quantification and summarized via tximport [7] (v 1.16.1). This data is deposited in the GEO database accession number GSE201606.

### Immunofluorescence:

E18.5 hindlimbs were fixed in 4%PFA overnight at 4C. The limbs were washed in PBS for 3 times and decalcified in 14%EDTA overnight at 4C. The limbs were washed again in PBS and incubated in 30% sucrose overnight at 4C and were embedded in Cryomatrix until the blocks became frozen in dry ice. The blocks were sectioned at 10um thickness for Immunofluorescence. The slides were brought to room temperature (RT) followed washes in PBS. Antigen retrieval was performed using 10mg/ml Proteinase K treatment for 10 minutes at room temperature followed by washes in PBS. The sections were blocked using 5% donkey serum and 0.3% Triton-X-100 in PBS for 1 hour at RT. Then the sections were diluted in the blocking serum and incubated overnight at 4C. The antibodies: anti-Ucma, Cat# PA520768, 1/200; For anti-CDSN antibody, Mybiosource, Cat# MBS713765, 1/50 dilution; anti-Sfrp5 antibody, Thermofisher, product #PA5–71770, 1/100 dilution; anti-Creb5 antibody, Thermofisher, Cat#PA5–65593). After washing with PBS, sections were incubated for 1 hour at room temperature with Alexa Fluor-594 secondary antibody (1:700, Jackson ImmunoResearch). The sections were washed with PBS before mounting with ProLong Glass Antifade Mountant with NucBlue Stain (Thermo Fisher Scientific, P36981), visualized by fluorescence microscopy (Axio Imager 2, Carl Zeiss).

#### Analysis of gene expression:

Total RNA was extracted from cells or tissues using RNAeasy mini kits (Qiagen) according to the manufacturer’s instructions. Total RNA was reverse transcribed in BioRad RT Reagent Kit to make cDNA. Quantitative real-time RT-PCR (BioRad) was performed using SYBR Premix (BioRad). Analysis of gene expression was performed using the ΔΔCt method. Data were normalized to expression of the beta-actin mRNA levels. Each experiment was performed in triplicates.

#### qRT-PCR Primer Sequence:

Sfrp5:FP- CCCTGGACAACGACCTCTGC; RP- CACAAAGTCACTGGAGCACATCTG
Cdsn: FP- CTGATGGCCGGTCTTATTCT; RP- GCTGTTGGAGCCAGTCTTTC
Slc7a3: FP – GGACTGTGTTATGCTGAATTTG; RP – CCAATGACGTAGGAGAGAATG

#### Study approval.

All the animal experiments were approved by Duke University’s Institutional Animal Care and Use Committee (IACUC).

## Figures and Tables

**Figure 1:**
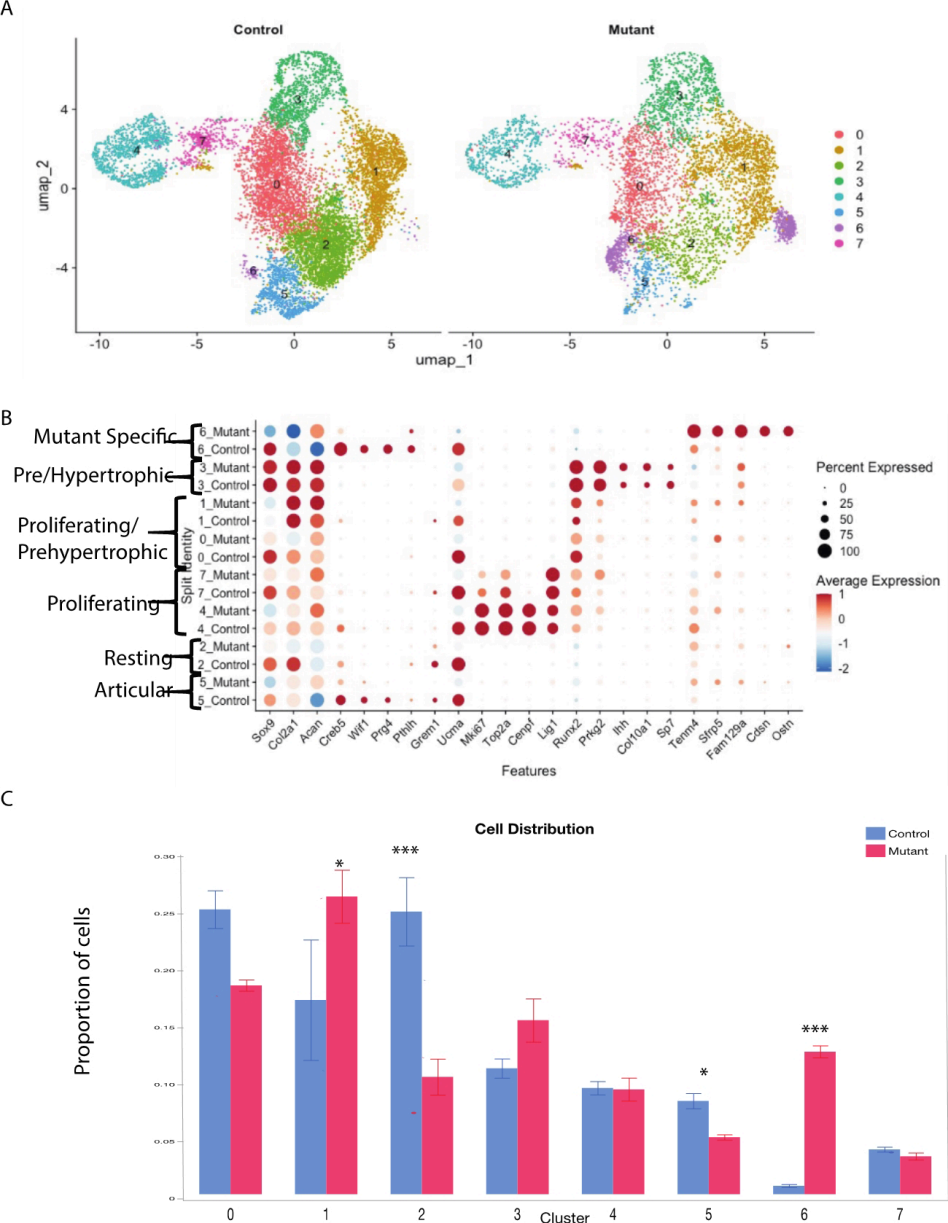
ScRNA-Seq analysis of growth plates expressing mutant Idh1 and littermate controls expressing wild-type Idh1. A) UMAP visualization of cell clusters from scRNA sequence analysis of Control (left) and Mutant (right) shows 7 clusters; B) Dot plot showing the expression of selected top markers for each cluster and cell type annotation. Dot size represents the percentage of cells expressing a specific marker, while the red (higher) and blue(lower) colors indicates the average expression level for that gene, in that cluster; C) Bar graph showing the percentage of cells in each cluster from Control and Mutant. Statistical analysis was performed using 2-way repeated measure ANOVA; *P <0.05, ***P <0.0001. n = 3.

**Figure 2:**
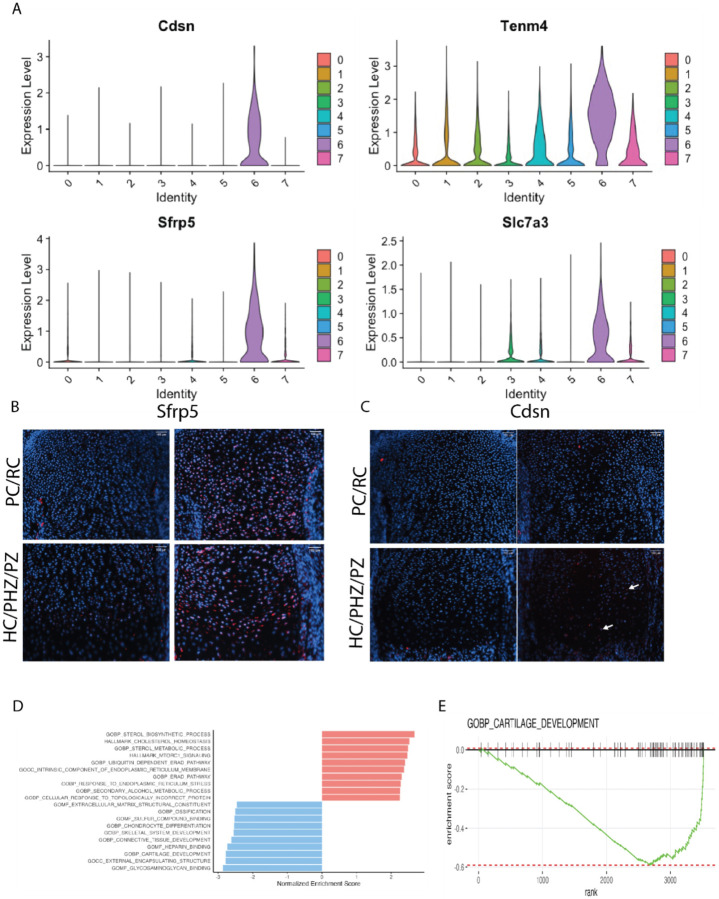
ScRNA-Seq analysis reveals distinct cluster contributed by the mutant Idh1 expressing chondrocytes: A) Violin plots showing the expression of top feature genes in the distinct cluster 6 - Cdsn, Tenm4, Sfrp5, and Slc7a3. B&C) Immunofluorescence for Sfrp5 and Cdsn from representative mutant and control growth plates; B) Sfrp5 protein expression was detected in resting (RC), proliferating (PC) and prehypertrophic (pHC) chondrocytes in the mutant while it was restricted to few cells in the PC and pHC chondrocytes in the control; C) Cdsn protein was detected in PC and pHC zones (white arrows) in Idh1 mutant and absent in the control growth plates; D) Gene Set Enrichment Analysis (GSEA) of cluster 6 showing upregulated (shown in red) and downregulated (shown in blue) pathways; E) GSEA plot showing that cartilage development is downregulated in cluster 6.

**Figure 3:**
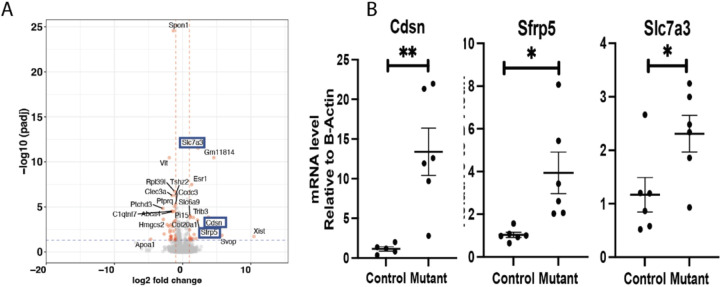
Bulk RNA sequencing from micro-dissected growth plates detects upregulation of genes in cluster 6. A) Volcano plot showing differential expression between mutant and control growth plates: Sfrp5, Cdsn and Slc7a3 were significantly upregulated, marked in blue box; B) Realtime quantitative RT-PCR confirming upregulated gene expression of Sfrp5, Cdsn and Slc7a3.

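Of the 16813 genes tested between mutant and control growth plates, 32 had an adjusted p under 0.05 from edgeR, 9 higher and 23 lower in the mutants. Of these, 16 also passed an absolute log2 fold change of 1, with 5 higher and 11 lower. At an unadjusted p under 0.05 there were 1452 genes. In all 32 genes the groups did not overlap, while 2427 of the tested genes (14.4%) were separated in this way, against 10% expected by chance for 3 against 3. Of the 23 genes labelled in the volcano plot, 20 were tested and 15 were past the adjusted threshold, 14 of them in the direction the plot shows and 1, Pi15, without a readable direction. Within the 20 tested labelled genes alone, all 20 had an adjusted p under 0.05, a family fixed by the paper's own calls on these libraries.
Among the genes lower in the mutants, Spon1 (chromosome 7) had 45.8 CPM in the controls and 17.7 CPM in the mutants, a log2 fold change of -1.37 (standard error 0.09, adjusted p = 0.000552, edgeR with Benjamini-Hochberg adjustment). Krt5 (chromosome 15), which overlaps another annotated gene, had 5.45 and 0.239 CPM, a log2 fold change of -4.46 (adjusted p = 0.0355, edgeR). The highest log2 fold change among the tested genes with an adjusted p under 0.05 was that of Gm11814 (chromosome 4 from 10438815 to 10439743, reverse strand), which is annotated as a processed pseudogene. Its level was 0.115 ± 0.0374 CPM (SD, n = 3) in the controls and 2.76 ± 0.136 CPM (SD, n = 3) in the mutants. The controls had 4, 4 and 2 counts, near the floor of 3 counts, so that the size of its fold change is uncertain. Reads that mapped to both Gm11814 and its parent gene were not counted, but a read of the parent gene can still be placed on Gm11814 alone. Xist, which the plot marks as higher, rested on 26356 counts in mutant 3, the library with the female pattern, and did not pass the filter. Its level in mutant 3 was 907 CPM, and the highest level in the other libraries was 0.469 CPM. Apoa1 and Svop did not pass the filter either, with 1, 25 and 59 counts of Apoa1 in the controls and 1 in each mutant. The mean log2 level of 5 tendon and ligament markers was also lower in each mutant than in each control, with a difference of -0.50 between the group means.

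**Figure D3:**
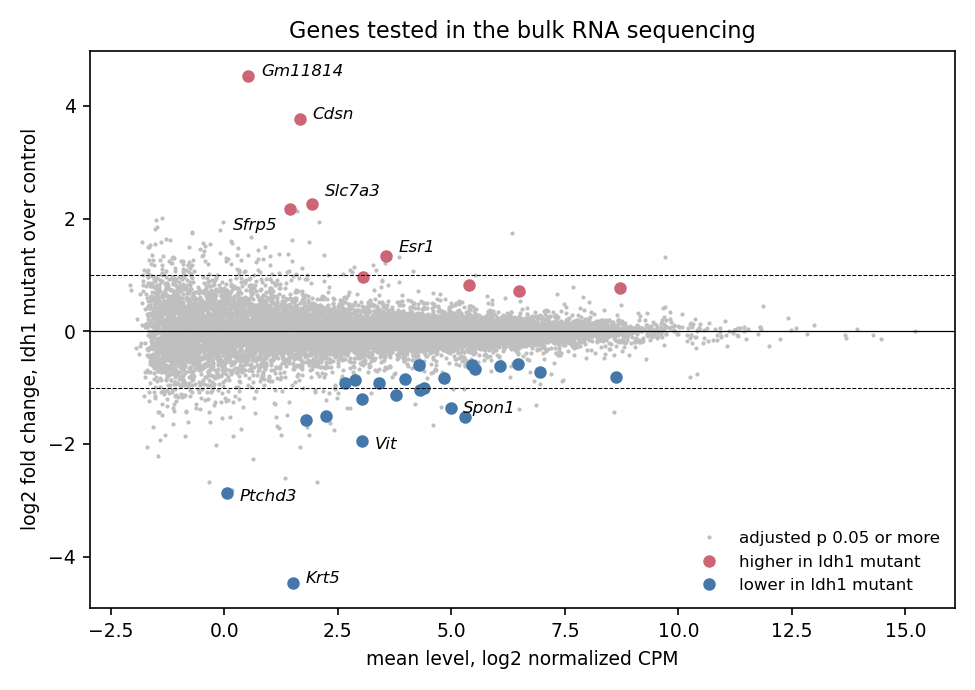
Log2 fold change of each tested gene between mutant and control growth plates (vertical axis) against its mean level in log2 CPM (horizontal axis). Colored points have an adjusted p under 0.05, dashed lines mark a log2 fold change of 1 in either direction, and Gm11814 and Cdsn lie highest among the labelled genes.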

**Figure 4:**
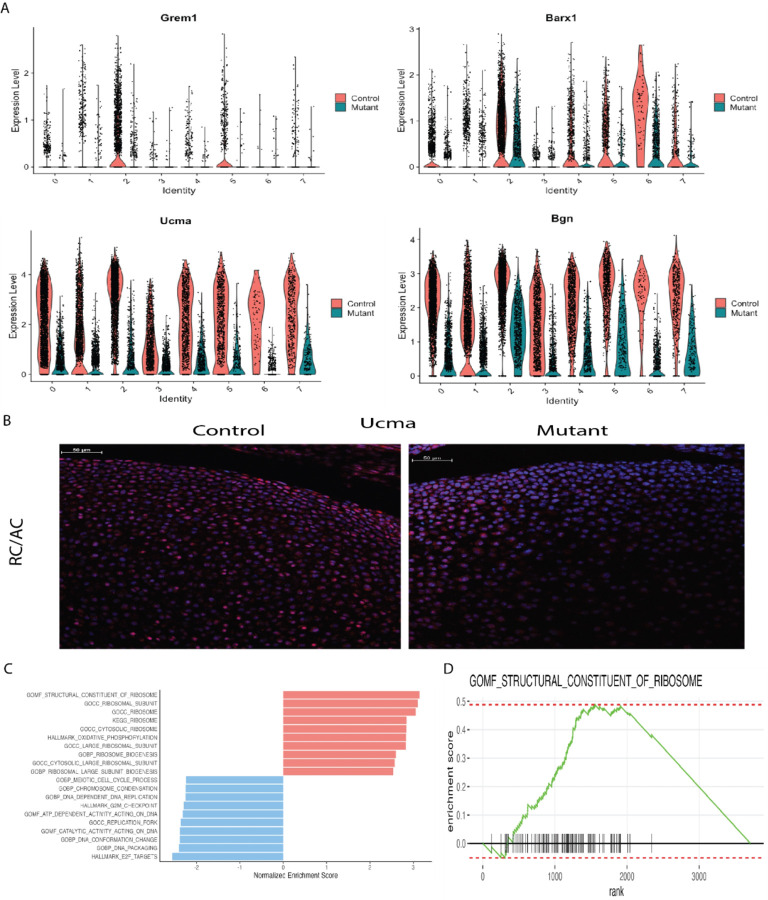
Cell populations (cluster 2, resting chondrocytes) that are underrepresented in the mutant growth plates. A) Violin plots showing the expression of top genes in cluster 2, Grem1, Barx1, Ucma, and Bgn. B) Immunofluorescence for Ucma protein – it’s expression was detected in articular chondrocytes and resting chondrocytes in the control growth plate while in the mutant, Ucma expression is almost absent in these regions; C) GSEA of cluster 2 showing upregulated (shown in red) and downregulated (shown in blue) pathways; D) GSEA plot showing that molecular function of structural constituent of ribosome pathway is upregulated in this cluster 2.

**Figure 5:**
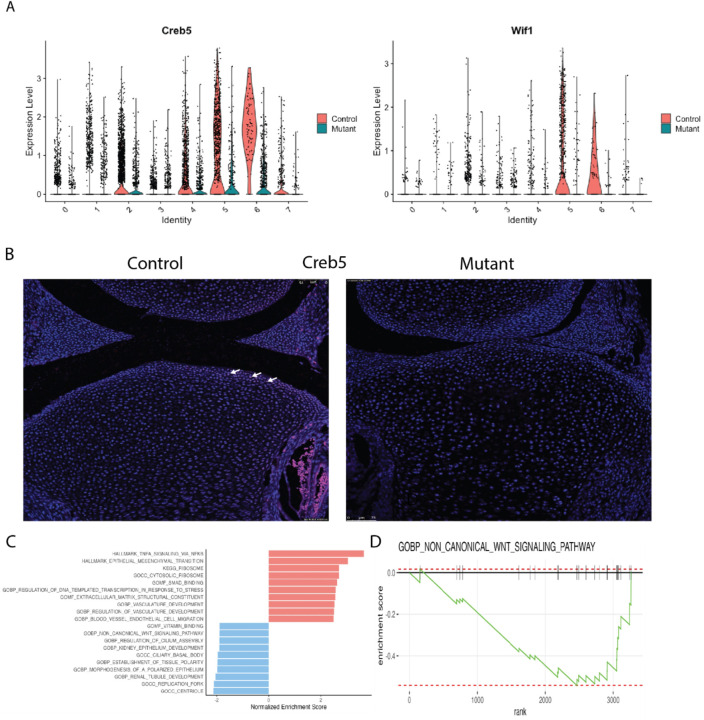
Cell populations (cluster 5, articular chondrocytes) that are underrepresented in the mutant growth plates. A) Violin plots showing the expression of top genes in cluster 5, Creb5 and Wif1; B) Immunofluorescence for Creb5 protein – its expression was detected in articular chondrocytes in the control growth plate (white arrows) while in the mutant, Creb5 expression is almost absent; C) GSEA of cluster 5 showing upregulated (shown in red) and downregulated (shown in blue) pathways. D) GSEA plot showing that in this cluster 5, biological process of non-canonical WNT signaling pathway is downregulated.

**Figure 6:**
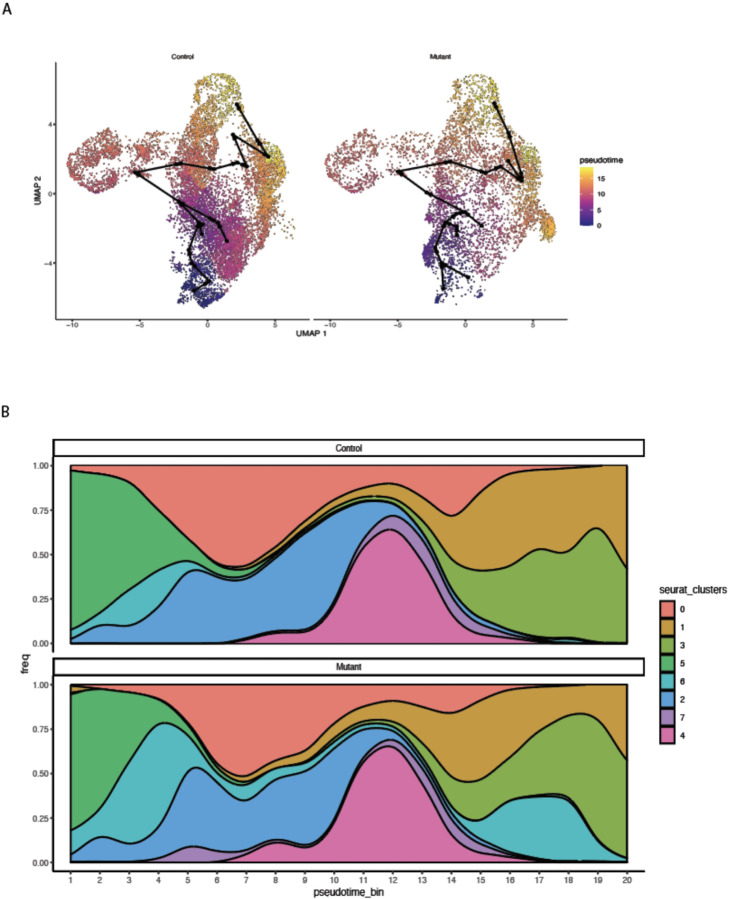
Pseudotime analysis. A) The UMAP plots show pseudotime trajectories of subtypes of chondrocytes. The slingshot lineage structure, which is based on the relative positions of 20 bins of monocle3 pseudotime ordering, is illustrated by black lines with arrows. B) Population graph showing the cells in pseudotime bins arranged from left (early) to right (late), in 1–20 bins.

## Data Availability

Single cell data and RNA sequencing is deposited in Geo database accession number GSE201606.

How the deposited data were processed for this re-analysis (not part of the article)

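RNA of growth plate cartilage from the distal femur and proximal tibia was measured by bulk RNA sequencing in 3 control and 3 Idh1 mutant animals at E18.5. Conditions and replicate numbers were taken from the sample labels and checked against the paper's methods. The labels also give an age of 2 months in the text on animal care. The pairing of animals by replicate number rests on the labels alone, and same-numbered animals are different animals.
The authors trimmed the reads, mapped them to GRCm38 with STAR and counted them on the exons of each gene with featureCounts, ignoring strand and leaving out reads that mapped to several places or genes. The values the authors deposited are whole-number counts per gene and library, without normalization. Library totals were between 23445687 and 30415773 counts. No further data of the study were used here, and 0 columns of per-sample values were left unused.
Gene names, biotypes and overlaps were taken from GENCODE annotation of the same build. From the counts, edgeR 4.0.16 in R 4.3.3 was used with filterByExpr (minimum count 10, minimum total count 15) and TMM normalization. The quasi-likelihood test (glmQLFit and glmQLFTest) compared mutants with controls over 16813 genes, and p-values were adjusted by the Benjamini-Hochberg method. The threshold was an adjusted p under 0.05. Levels are given in CPM, computed from the deposited counts with the TMM factors. The common dispersion was 0.0173, a biological coefficient of variation of 0.131. Gene sets were tested with fry, with adjustment over 11 sets. Single comparisons of 3 against 3 were tested with an exact two-sided permutation test, whose smallest p is 0.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.
The test, the groups, the alternatives, the 11 gene sets, the tissue marker sets and the rule for the genes named were set before the data were examined. The stress, tendon and loose connective tissue sets were written later, after results were seen. The rule covers every gene that the paper names or labels, the 5 genes with the lowest p in each direction, up to 5 called members of each gene set, and sex-linked and tissue marker genes. The other called genes were named after their values were seen. The alternatives were DESeq2 1.42.0 with its size factors, with and without the replicate number as a block, edgeR with the block, limma-voom (limma 3.58.1), upper-quartile factors, no low-count filter, a stricter filter of at least 10 counts in every sample, a Y-linked covariate, chromosomes X and Y left out, camera in place of fry, and each library left out in turn. DESeq2 without the low-count filter, with and without the block, was added after the values were seen.
The functions were tested on simulated counts of 16813 genes with 200 changed genes. edgeR recovered 150 of them (75.0%) with 6 false calls (3.85% of its calls), DESeq2 recovered 146 with 12 false calls (7.59%), and limma-voom recovered 149 with 6. A set of 20 raised genes had a fry p of 4.37e-05, and 1 of 20 unchanged sets had a p under 0.05. The simulated counts were drawn independently for each gene, with a spread set by its level and no tissue differences between libraries. These rates therefore test the functions and do not give the rate of false calls in the real libraries. Counts of replicate libraries differed by more than the sampling noise (chi-square per degree of freedom 12.2 to 48.8 over 15446 genes), so that no library was treated as a repeat of another. A test of the genes around Idh1 for a strain segment was run and is left out, because the labels give both groups the same targeted allele. Sequence of the targeted allele was not analysed here, and some single-gene results are not reported here. Litters, single-cell data and the supplementary tables were not used here.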

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

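The amino acid response set and its fry test were planned. The tests of explanations for it and for mt-Rnr1 were chosen only after the result was seen. Of the tests on the genes past the threshold, those on GC content and length and on tissue shares were.
The paper does not discuss 4 genes that were higher in the mutants with an adjusted p under 0.05, or the set of amino acid response genes, which was written from Fig. 3A labels and known Atf4 targets. Aldh1l2 (67.6 to 112 CPM) had a log2 fold change of 0.72, Nxph4 of 0.96, Asns (30.3 to 53.7 CPM) of 0.83 and mt-Rnr1 (308 to 527 CPM) of 0.77. Aldh1l2 overlaps another gene, D10Wsu102e, so that its counts are uncertain if the overlap reaches exons. Asns, Nxph4 and mt-Rnr1 overlap no annotated gene.
Several technical sources were tested for the genes past the threshold together. The number of those on chromosomes X and Y was 3. The ratio of mean mutant to mean control library size was 0.888 with overlapping ranges, and the share of counts in the top 10 genes differed by -0.164 percentage points. After a correction for GC content and gene length, 31 of the 32 genes (96.9%) stayed past the threshold. With muscle, bone or cartilage markers as a covariate, 100% of the 32 genes kept at least 0.5 of their log2 fold change. Fewer genes passed the threshold with the bone (4) and cartilage (14) markers than without, and more with the muscle markers (62). With tendon and ligament markers as a covariate, 84.4% of the 32 genes kept at least 0.5 of their log2 fold change. However, 0 genes then passed the threshold (569 at an unadjusted p under 0.05). That covariate correlated with the genotype at -0.96, so that it cannot be told apart from the genotype in these libraries. Of the 4 splits of the libraries that part all same-numbered pairs, the real one included, 1 gave as many genes, and the others gave 0 to 3. With other settings 1 of these others gave more genes than the genotypes, 253 against 193 with DESeq2 and 265 against 259 with edgeR without the low-count filter. The 6 splits that part a single pair gave 0 to 1 with edgeR and the low-count filter. They gave 1 to 30 with DESeq2 and 1 to 90 with edgeR without that filter. With 10 splits in all, the share cannot go under 0.1.
The amino acid response set had a median log2 fold change of 0.34 (fry p = 0.00339, adjusted p = 0.0186 over 11 sets, edgeR, and exact permutation p = 0.1 for the set's mean level, the smallest possible), with 27 of 28 genes higher and 18 (64.3%) separating the groups, against 10% by chance. Of the 28 genes, 27 were higher with upper-quartile factors and with DESeq2 as well. Without the members that Fig. 3A labels, the fry p was 0.00471 in 25 genes (median 0.31). Fig. 3A shows these same libraries, and its labels led to the choice of the set. Neither p is therefore independent of that choice. Immediate-early genes were not higher (fry p = 0.943, exact permutation p = 0.9). Unfolded protein response genes were higher, with a median log2 fold change of 0.18, but not past the threshold (fry p = 0.337, exact permutation p = 0.3). Heat shock genes were lower, with a median of -0.11, and not past the threshold either (fry p = 0.544, exact permutation p = 0.6). The set's p was 0.00400 after the GC and length correction, 0.0127 with the muscle, 0.00691 with the bone and 0.00745 with the cartilage covariate. With the tendon covariate it was 0.546, and the limit of that covariate named above holds here too. Of the 4 splits, 1 gave a p as small, and the others gave at least 0.244. Its adjusted p was between 0.0330 and 0.0963 when single libraries were left out, under 0.05 in 3 of 6, and it ranged from 1.05e-34 with camera to 0.236 with the replicate block. A response to amino acid limitation is a candidate explanation, but it cannot be told apart from a tissue difference that follows the genotype, or from an effect of the Cre transgene, which all mutants and no controls carry. For Slc7a3, a member of the set, the paper cites a rise under glutamine deprivation and proposes a high use of glutamine by these cells. It also reports raised mTORC1 signaling in cluster 6.
For mt-Rnr1, a mitochondrial ribosomal RNA, the 8 mitochondrial protein-coding genes tested had a median log2 fold change of -0.068, so that a rise of all mitochondrial RNA was not seen. mt-Rnr2 changed by 0.33 (standard error 0.15, edgeR), and carry-over of ribosomal RNA in the poly(A) capture therefore cannot be told apart from a change in mt-Rnr1.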

How the results depend on the processing

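The processing alternatives for DESeq2 without the low-count filter were chosen after the values were seen.
Of 492 results for single genes under the other settings, 395 kept their direction and side of the threshold, 71 were weaker, 19 stronger and 7 reversed. Of 372 results with single libraries left out, 212 were the same, 141 weaker, 1 stronger and 18 reversed. These counts leave out Slc7a3, Cdsn, Sfrp5 and Idh1, whose results are given separately. Idh1 reversed in the fit without control 1 and in the fit without control 2. Over the 6 fits with one library left out, Cdsn passed the threshold in 6, Slc7a3 in 2 and Sfrp5 in 0. None of 444 results of the 32 called genes, here with Slc7a3, Cdsn and Sfrp5 included, reversed. For the gene sets, 59 of 66 results under other settings were the same, 2 weaker, 3 stronger and 2 reversed, and with libraries left out 57 of 66 were the same, 3 weaker and 6 reversed.
With DESeq2 and the genotype alone, 193 genes had an adjusted p under 0.05 and 60 passed both thresholds of Fig. 3A. Without the low-count filter in edgeR the counts were 259 and 93, and all 32 genes were among the 259. With DESeq2 and no low-count filter they were 188 and 57. In edgeR without that filter, the weight of the spread shared between genes (prior degrees of freedom) was 38.3, against 5.66 with it. That fit also called Xist, which rested on mutant 3 alone. Its larger number of calls is therefore not stronger evidence. limma-voom gave 19 and 10, with 36.8% of its calls higher in the mutants against 28.1%, and called 9 labelled genes in the plot's direction. The Y-linked covariate gave 6 and 6, and 5 labelled genes. That covariate sets mutant 3 apart from the rest of the libraries, and the fit without mutant 3 also gave 6 and 6. These fits are therefore not separate checks. Leaving out one library gave 3 to 17 genes, 3 to 12 past both thresholds, 3 to 9 labelled genes and 1 to 2 gene sets. Gene sets past the threshold numbered 1 with the Y-linked covariate and 5 with camera, against 2.
Slc7a3 kept its log2 fold change at 2.304 with the Y-linked covariate (adjusted p 0.0591). It lay between 2.09 and 2.62 over the 6 fits with one library left out, and its adjusted p over all alternatives was between 1.53e-12 and 0.0957. Sfrp5 was 2.09 with limma-voom (adjusted p 0.0677) and 2.25 with the covariate (0.108). With libraries left out it was 1.82 to 2.38, and its adjusted p ranged from 1.74e-07 to 0.146. Cdsn lay between 3.55 and 4.11 with libraries left out and stayed under 0.05 in each of the other settings named here that tested it, which leaves out the stricter filter. With the tendon markers as a covariate, a test of an explanation, its log2 fold change was 2.85 and no gene was called (569 had an unadjusted p under 0.05). The cause of these changes was not tested.
The paper's design has a litter term. The replicate number was used as a block in its place, although same-numbered samples are different animals and the mean correlation of their deviations was -0.07 (-0.13, 0.01 and -0.10 for the pairs). With the replicate block, edgeR called 3 genes, 3 past both thresholds, 3 labelled genes and 1 gene set, and DESeq2 called 96 and 41, or 98 and 41 without the low-count filter. With the block in edgeR, Slc7a3 was 2.29 (adjusted p 0.0854) and Sfrp5 2.12 (adjusted p 0.136), and neither was called. Other pairings of the numbers gave 11 to 75 genes in edgeR.
The log2 fold change reversed from a negative main value for Cnmd, to 0.021 with the replicate block in DESeq2, 0.018 with the block in edgeR and 0.018 with limma-voom, and for Mmp13, to 0.11, 0.080 and 0.012. Prkg2 reversed to -0.023 with the covariate. The prehypertrophic and hypertrophic set changed direction, with an adjusted p of 0.956 with the block and 0.830 with the covariate. Over the leave-one-out fits, log2 fold changes spanned zero for Idh1 (-0.049 to 0.41), Tenm4 (-0.26 to 0.0043), Ostn (-0.13 to 0.45), Matn1 (-0.40 to 0.45), Cnmd (-0.44 to 0.34), Matn3 (-0.98 to 0.049), Barx1 (-0.24 to 0.063), Creb5 (-0.29 to 0.13), Prkg2 (-0.18 to 0.25), Col10a1 (-0.068 to 0.71) and Mmp13 (-0.90 to 0.87). Adjusted p spanned 0.425 to 0.986 for the genes lowest in cluster 6, 0.528 to 0.955 for the hypertrophic set, 0.279 to 0.949 for cholesterol biosynthesis and 0.0820 to 0.985 for ribosomal proteins. Svop had 0 counts in all 3 controls, so that its log2 fold change is a lower bound, at least 1.73 against the floor of 3 counts.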

Differences from the paper's values

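The figure values were read by eye, and all differences were found after the values were seen. The -log10 adjusted p in Fig. 3A was about 25 for Spon1 against 3.26 here. It was about 12 for Slc7a3 against 1.63, about 10 for Gm11814 against 2.88, about 10 for Vit against 1.60, about 7.5 for Esr1 against 1.63 and about 3.5 for Sfrp5 against 1.43. Of the alternatives set before the data were examined, DESeq2 with genotype alone came within the paper's value for Spon1 (28.6) and Slc7a3 (11.8), and for these genes no other planned setting did. For Gm11814, Vit and Esr1, DESeq2 with genotype alone (12.1, 12.4 and 10.3), DESeq2 with the replicate block (8.55, 9.78 and 6.70) and edgeR without the low-count filter (9.53, 8.77 and 7.17) did. For Sfrp5, DESeq2 with the replicate block did (4.23), and the other planned settings did not. Of the settings added after seeing the values, DESeq2 with no low-count filter also closed the gap for Spon1, Slc7a3, Gm11814, Vit and Esr1, and DESeq2 with the replicate block and no low-count filter for Gm11814, Vit, Esr1 and Sfrp5. For Cdsn, about 3.9 in Fig. 3A, the value here was 2.88, and DESeq2 gave 23.6.
The paper states about 40 M reads per sample. The mean found here was 25.7 M counted reads per mutant library and 28.9 M per control library. No planned setting changes these values, which count reads on genes.
Fig. 3A labels Ptprq, Slc6a9, Trib3 and Col20a1 as past its thresholds. Here their adjusted p from edgeR was 0.0910, 0.0709, 0.0600 and 0.134. DESeq2 with genotype alone, DESeq2 with the replicate block and edgeR without the low-count filter called all of them, as did both settings added after seeing the values. Trib3 was also called with control 1 left out. Fig. 3A also labels Xist, Svop and Apoa1, which did not pass the filter here. edgeR without the low-count filter called all of these, and DESeq2 without the low-count filter, with and without the replicate block, called Apoa1 (settings chosen after seeing the values).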

Other observations

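The tests on tendon, connective tissue, Gm11814 and the other split of the libraries were chosen only after the result was seen. The skin test was not.
Of the 23 genes lower in the mutants, 13 are not named by the paper: Krt5, Pianp, Kcnk2, Ackr4, Adam23, Scube2, Tnmd, Cilp, Gdf10, Abca9, Fzd1, Wnt4 and Zfp185. Apart from Krt5, a skin marker on the list written beforehand, and Gdf10, they were chosen after their values were seen. Tnmd fell from 503 to 288 CPM (log2 fold change -0.81). A candidate explanation is less tendon or ligament in the mutant pieces. The markers Scx, Mkx, Thbs4, Fmod and Kera were lower in the mutants as a set (fry p = 0.00158, exact permutation p = 0.1, median log2 fold change -0.52, 4 of 5 lower). In 8 loose connective tissue markers the difference was not past the threshold (fry p = 0.528, exact permutation p = 0.7, 7 of 8 lower, median -0.11). The list was written after Tnmd was seen among the lower genes, and it leaves Tnmd out. Whether the markers fell because of the dissection or because of the genotype cannot be told from these libraries.
The skin keratinocyte markers were tested because Cdsn is a skin gene. They were not higher in the mutants (fry p = 0.124, direction down, exact permutation p = 0.1, 9 genes), or without Krt5 (fry p = 0.518, exact permutation p = 0.3, 8 genes). Skin in the mutant pieces is therefore not a source that these markers show. Erythroid genes had a median log2 fold change of -1.30 (fry p = 0.0572, exact permutation p = 0.1) and osteoblast genes of 0.64 (fry p = 0.215, exact permutation p = 0.3). Of the 6 tissue sets, the endothelial genes had the smallest p, with a median of 0.13 and 4 of 5 higher (fry p = 0.0144, adjusted p = 0.0861, exact permutation p = 0.1).
Gm11814 is annotated as a processed pseudogene and resembles Ldha transcripts in sequence. Ldha itself was not past the threshold (log2 fold change 0.13, adjusted p = 0.749, edgeR). Its level was still higher in each mutant (830 to 877 CPM) than in each control (751 to 812 CPM). Of the 11 other tested genes within 1 Mb of Gm11814, 0 passed the threshold (0 at an unadjusted p under 0.05). The source of the Gm11814 reads was not found.
The split of the 6 libraries into controls 1 and 2 with mutant 3 against the others gave 253 genes with DESeq2, against 193 for the genotypes, and 0 genes were called in both. It gave 265 with edgeR without the low-count filter, against 259, and 3 with edgeR and the filter, against 32. Muscle markers made up 1.73 to 2.01% of counts on one side and 2.41 to 2.59% on the other, and 9 of the 10 markers were called with DESeq2. A different share of muscle is a candidate explanation of that split. Of the 4 splits that part all same-numbered pairs, 1 gave as many genes past both thresholds as the genotypes, and 1 gave as many gene sets, each the real one.
Genes that the paper names for other clusters were measured here over all cells of the piece. Pthlh had a log2 fold change of -1.26 (adjusted p = 0.0591, edgeR), Ucma of -1.02 (adjusted p = 0.506, edgeR) and Prg4 of -0.73. Smaller changes were found for Grem1 (0.18), Barx1 (-0.13) and Bgn (-0.14) of cluster 2, and for Creb5 (-0.03) and Wif1 (-0.36) of cluster 5. The cluster 2 set had a median of -0.13 (fry p = 0.433, adjusted p = 0.742, exact permutation p = 0.4). Over the alternatives the adjusted p ranged from 0.000645 to 0.255 for Pthlh, which DESeq2 with genotype alone and edgeR without the low-count filter called, and was as low as 0.00364 for Ucma and 0.00473 for Prg4, both in edgeR without that filter. Ucma and Prg4 each passed in that 1 of 8 other settings only, and the limit of that fit named above holds here too. The articular set had a median of -0.54 (fry p = 0.0372, adjusted p = 0.136, exact permutation p = 0.1), and the cholesterol (0.825), hypoxia (0.272) and ribosomal (0.742) sets did not pass the adjusted p threshold with fry. The articular, hypoxia and ribosomal sets passed in 1 of 6 other settings, camera in place of fry, with an adjusted p of 0.000280, 0.000177 and 0.0270. Camera was run with a preset correlation of 0.01 between genes, so that its p-values are not comparable with those of fry. For the cholesterol set the adjusted p over the alternatives was as low as 0.279.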
